# Gene Expression Pattern after Insertion of Dexamethasone-Eluting Electrode into the Guinea Pig Cochlea

**DOI:** 10.1371/journal.pone.0110238

**Published:** 2014-10-20

**Authors:** Yutaka Takumi, Shin-ya Nishio, Kenneth Mugridge, Tomohiro Oguchi, Shigenari Hashimoto, Nobuyoshi Suzuki, Satoshi Iwasaki, Claude Jolly, Shin-ichi Usami

## Abstract

A cochlear implant is an indispensable apparatus for a profound hearing loss patient. But insertion of the electrode entails a great deal of stress to the cochlea, and may cause irreversible damage to hair cells and related nerve structure. Although damage prevention effects of dexamethasone have been reported, long-term administration is difficult. In this study, we used a dexamethasone-eluting electrode in the guinea pig cochlea, and compared the gene expression after 7 days insertion with that of a normal electrode and non-surgically treated control by microarray. 40 genes were up-regulated 2-fold or more in the normal electrode group compared to the non-surgically treated group. Most of the up-regulated genes were associated with immune response and inflammation. In the dexamethasone-eluting group, compared to the normal electrode group, 7 of the 40 genes were further up-regulated, while 12 of them were down-regulated and there was a tendency to return to the non-surgical condition. 9 genes were down-regulated 2-fold or less with normal electrode insertion, and 4 of the 9 tended to return to the non-surgical condition in the dexamethasone-eluting group. These genes are certainly involved in the maintenance of the physiological functions of the cochlea. Our results indicate that the dexamethasone-eluting electrode will have an effect on the normalization of homeostasis in the cochlea.

## Introduction

Cochlear implants are widely used for patients with profound hearing loss that is not effectively remedied by use of hearing aids. Insertion of the electrode into the cochlea will potentially result in intra-cochlear injury, generally called electrode insertion trauma (EIT), and may cause irreversible loss of residual hearing due to damage to hair cells, cochlear nerve endings and spiral ganglion cells.

Notwithstanding the developments in the atraumatic surgery area, the reduction of EIT damage using synthetic glucocorticoid agonists such as dexamethasone are currently considered to be the most effective approach. Albeit generally successful, the systemic use of glucocorticoids requires both high dosage and frequent administration in order to obtain suitable therapeutic concentrations in the inner ear, therefore presenting potentially serious adverse effects to the patient characteristic of this drug class [1], [2].

To avoid such potential complications, local administration of glucocorticoids to the cochlea is now considered to be a preferable route [3] although the effectiveness of single-dose applications of these agents concurrent with cochlear implantation appears limited [4].

Although a number of studies have investigated the regulatory effects of dexamethasone on gene expression in cochlear tissue ex vivo [5]–[7] and in vivo [8] none have examined the consequence of a prolonged exposure of these tissues to this glucocorticoid. For this reason, in the current study we have utilized a dexamethasone-eluting electrode to effect a gradual (7 day) infusion of the agent into the guinea pig cochlea in order to investigate its regulatory effects on gene expression. We found that the dexamethasone-eluting electrode insertion into the cochlea reduced gene expression changes seen with implantation of the normal electrode, perhaps reflecting protective effects of dexamethasone from electrode insertion trauma.

## Materials and Methods

### Electrodes

Both dexamethasone-eluting and normal silicone dummy electrodes were provided by Dr. Claude Jolly (MED-EL, Innsbruck, Austria). Each dummy electrode was approximately 0.5 mm in thickness and 6 mm long (Figure 1A: upper). The dexamethasone-eluting dummy displays a saturated 4 mm length of dexamethasone characterized by a clearly visible white zone (Figure 1A: lower). Pure micronized dexamethasone base was purchased from Sanofi, France. The dexamethasone was thoroughly mixed with a homogenizer with two parts silicone at 2.0% weight for weight of the final cured polymer. The prepared uncured silicone elastomer with the dexamethasone were injected in a mold designed to produce guinea pig electrode sizes and cured in an oven for 4 hours. After demolding the guinea pig electrodes with no wires and no contacts were double packaged. The packages were sterilized using ethylene oxide as with normal human electrode production and sent to Japan from Austria. The 2 part silicone was the same as that used for human cochlear implant electrodes. Consecutive batches were prepared for reproducibility analysis. Final guinea pig electrodes eluting segment were 4 mm long with elution time >1 year.

**Figure 1:**
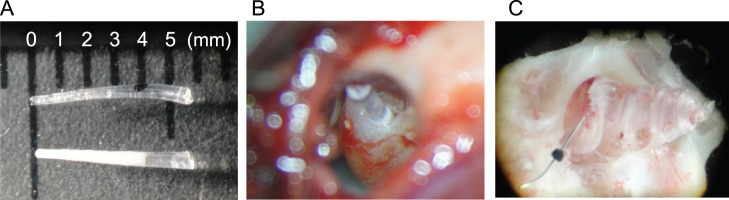
A: Microscopic view of the two types of electrode. (1) normal electrode (2) dexamethasone-eluting electrode. B: Microscopic view of the electrode insertion C: The explanted cochlea with the inserted electrode.

### Animals and electrode insertion

Male Hartley guinea pigs (SLC, Shizuoka, Japan) with an age of seven weeks and weighing approximately 450 g were used for the study. Following deep anaesthesia of animals by the intraperitoneal injection of 0.2 ml pentobarbitone sodium (64.8 mg/ml, Kyoritsu Seiyaku Co., Tokyo, Japan), a small hole on the left-side cochlea (near the round window) was prepared to enable insertion of the dummy electrode. Three animals (animals 1–3) were implanted with normal electrodes (3–4 mm insertion depth) while three others (animals 4–6) received a dexamethasone-eluting electrode (Figure 1B). The cochleae from two animals (animals 7 and 8), which did not undergo surgery, were used as control tissue. After completion of surgery the wound was closed by cyanoacrylate glue (Aron Alpha, Toagosei, Tokyo, Japan) and a few drops of enrofloxacin antibiotic (Baytril, Bayer Yakuhin Ltd., Tokyo, Japan) were applied to prevent infection of the wound.

### RNA extraction and probe labelling

Seven days after electrode implantation the whole temporal bone was removed and placed into RNAlater solution (Ambion, Life Technologies Co., Grand Island, NY) to stabilize and protect cellular RNA. The whole cochlea was dissected out under a microscope (Figure 1C) after which total RNA was extracted from the cochlea using an RNeasy Mini Kit (Qiagen, Hilden, Germany). The quality and quantity of the purified RNA was analysed using a BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA).

The RNA integrity number [9] for each sample was above 9.0, as determined by BioAnalyzer 2100 analysis, indicating high integrity of the RNA with little degradation (data not shown).

### CDNA synthesis and labeling

Total RNA (10 µg each) was reverse transcribed with oligo-dT primer (100 pmol) and the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen, Life Technologies Co., Grand Island, NY) for 1 hour at 42°C. After the reverse transcription process, a second strand of cDNA was synthesized from the single strand cDNA by using he SuperScript Double-Stranded cDNA Synthesis Kit according to the manufacturer’s procedure (Invitrogen) and after second strand synthesis, total RNA was removed by using RNaseA. Labeled cDNA was synthesized by using a NimbleGen One-Color DNA Labeling Kit (Roche NimbleGen Inc., Madison, WI) including cyanine 3-CTP labeled primer and Klenow enzyme (3′->5′ exo-) according to the manufacturer’s instructions. Labeled cDNA was purified by ethanol precipitation and quantified by the NanoDrop Spectrophotometer (Thermo Scientific Wilmington, DE).

### Hybridization to the microarray, data Scanning and analysis

To analyze the gene expression, the 3 normal electrode samples, 3 dexamethasone-eluting electrode samples, and 2 untreated samples were hybridized to the Eukaryote gene expression array for *Cavia porcellus* (Roche NimbleGen) respectively. This oligonucleotide microarray covers guinea pig 13,684 transcripts (13684 genes). Four µg of Cy3-labeled cDNA was hybridized to a microarray slide and washed according to the manufacturer’s procedure.

Fluorescence intensities were measured with the Agilent Microarray Scanner (Agilent Technologies) using the scanning protocols specific for each microarray assay and raw microarray image files were created. The expression data were extracted from raw microarray image files using Agilent Feature Extraction Image Analysis Software (Version 10.7.3.1, Agilent Technologies). The signal intensities for a single gene measured by different probes, including alternative splicing variants, were analyzed as one gene. The average of gene expression signals for the non-surgically treated control and normal electrodes were compared using Student’s *t*-test. The microarray data was available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) as accession number: GSE53866.

### Quantitative RT-PCR

To confirm the microarray analysis results, quantitative real-time RT-PCR was performed on 9 genes. Reverse transcription was performed with 10 ng of total RNA from the 3 normal electrode samples, 3 dexamethasone-eluting electrode samples, and 2 untreated samples, respectively, using a High Capacity RNA-to-cDNA Kit (Applied Biosystems, Life Technologies, Foster City, CA) according to the manufacturer’s protocol. Quantitative RT-PCR primers for the amplification of the DNA fragment including the splicing junction region were designed using the Primer3Plus website (http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi/). Primers used in the quantitative RT-PCR are shown below:

GAPDH (NM_001172951): CAGTGACAGCCATTCTTCCA/TGGGGTCCACTTACTCCTTG.
ACTB (NM_001172909): CTGTGGCATCCACGAAACTA/GCTGGAAGGTGGAGAGTGAG.
IL15 (NM_001172829): TTACATGAGTCCAGAAATGAAGACA/GCAAAAATTCTGCAATGCTT.
LPL (NM_001172978): CTACACGGAAGTGGACATCG/GCAGCTTCGACACTTTCTCC.
TRPC6 (NM_001173032): AGCGATGAGGTGAATGAAG/TTGCTTTGGTTCTGAGGACA.
LTB4R (NM_001172835): AAAGTGTGCATCGCTTTGG/ATGCCCTTCACAGTCTGAGC.
C4BPA (NM_001173110): CACTGTTGTCGTCTGAAGCA/CTCGGAGAACCCTCCAATTT.
TGFB1 (NM_001173023): TGGAGCCTGGACACACAGTA/ACGATCATGTTGGAGAGCTG.
IL1B (NM_001172968): GATAACAAAATGCCCGTTGC/GCGGATTCAAATTCCACTGT.

Quantitative RT-PCR was performed 3 times for each sample with Fast SYBR Green Master Mix (Applied Biosystems, Life Technologies) and a StepOne Plus real-time PCR system (Applied Biosystems, Life Technologies) according to the manufacturers’ instructions. In brief, 10 µl of Fast SYBR Green Master Mix, 0.5 µl of the 10 pM PCR primers, 0.5 µl of the cDNA samples and distilled water were added to 96-well plates to give a final reaction volume of 20 µl and then amplified for 20 sec at 95°C, followed by 40 two-step cycles of 95°C for 3 sec and 60°C for 30 sec. After every PCR cycle, the fluorescence intensity of SYBR green dye was measured using the StepOne Plus real-time PCR system. GAPDH was chosen as an internal control gene. The estimated gene expression level (EL) was normalized to the GAPDH expression level, and data are presented as the mean of log2EL.

### Ethics Statement

All experimental procedures were performed in accordance with the regulations for animal experimentation of Shinshu University. These experiments were approved by Shinshu university institutional animal care and use committee.

## Results

### Scatter plot analysis of gene expression profiles in guinea pig cochlea

Figure 2 illustrates the uniformity of scatter plots obtained from identical types of electrodes in two each of the three animals from the normal group (animals 1 and 2) and the dexamethasone-eluting group (animals 4 and 5). 

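The arrays compared cochleae taken 7 days after surgery from 3 animals with a normal electrode (NOR) and 3 animals with an electrode whose silicone held dexamethasone at 2.0% by weight (DEX), together with cochleae of 2 animals without surgery (CNT). The paper gives the animals' age at surgery as 7 weeks, whereas the sample labels give 8 weeks. Each cochlea was hybridized to its own 1-color NimbleGen array, and each feature of the array is a transcript named by its GenBank accession. For each array the authors deposited 1 linear signal intensity per feature for 13269 features, and the paper's text names no normalization between arrays. The lowest signal was 1.86 and the highest 43479. The sample labels number the animals within each group but do not give the animal numbers of the paper. The signals fell into 2 sets of 4 arrays, found after the values were seen. Array set A held NOR replicates 1 and 2 and DEX replicates 1 and 2, with median signals between 395 and 405. Array set B held NOR replicate 3, DEX replicate 3 and both controls, with median signals between 308 and 325. Any 2 arrays of the same set had between 246 and 384 features with exactly equal signals, against between 30 and 52 for arrays of different sets. Because quartiles and medians of the log2 signals differed by up to 0.39 between arrays, the log2 signals were quantile-normalized across all 8 arrays. A single limma model with the 3 groups was then fitted to every feature, with Benjamini-Hochberg adjustment over all features. A feature was called when its adjusted p was under 0.05 and its change was 2-fold or more. When the array set was added to the model, the sets differed in 1617 features at an adjusted p under 0.05 after the normalization. The control arrays were all in set B, so that part of any difference between NOR and CNT can lie between the sets. The genes of Tables 1 and 2 were matched to features through their printed signal averages, 42 of the 49 rows to a single feature and 7 to the average of several features. The matching to averages was chosen after the values were seen, following the paper's statement that different probes of a gene were analyzed as 1 gene. The small number of arrays limits the precision of every value.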

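Replicate arrays were compared by the SD of the log2 ratio of their signals over all features. NOR replicates 1 and 2, both in array set A, had an SD of 0.27, and 70 features (0.528%) differed by more than 2-fold between them. The SD between DEX replicates 1 and 2, also in set A, was 0.28, with 65 features (0.490%) beyond 2-fold. The 2 CNT animals had an SD of 0.28 and 75 features (0.565%) beyond 2-fold. Pearson's r of these 3 comparisons lay between 0.996 and 0.997 and Spearman's rho was 0.996 in each, across features, which are not independent replicates. The other 4 comparisons within a group, each of replicate 3 with replicate 1 or 2 of the same electrode, paired arrays of different sets. Their SD was between 0.37 and 0.55, and between 2.11% and 6.64% of the features differed by more than 2-fold. Comparisons of a NOR with a DEX animal within set A gave SDs from 0.26 to 0.29. In set B, NOR replicate 3 against DEX replicate 3 gave an SD of 0.40, with 2.76% of the features beyond 2-fold. This lay within the range of the comparisons across sets, so a shared set did not always go with a narrow scatter.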

Most of the gene expression was quite similar between the different animal samples, revealing that the surgical and RNA extraction procedure in this study were quit stable and had minimal effect on later analysis.

**Figure 2:**
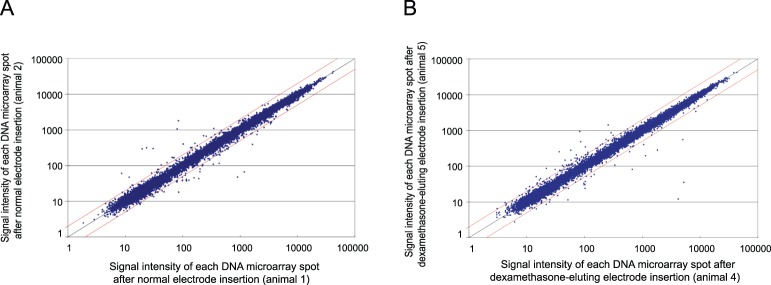
Scatter plot analysis of gene expression profiles in guinea pig cochlea. Both panels show scatter plots using identical type of electrode in different animals to verify the technical stability. A: normal electrode (animal 1) compared to normal electrode (animal 2) B: dexamethasone-eluting electrode (animal 4) compared to dexamethasone-eluting electrode (animal 5).

Figure 3 indicates the suppression effect by dexamethasone elution on the gene expression change seen in normal electrode insertion. The left-hand panel (A) demonstrates the scatter plot arising from the implantation of a normal electrode compared to a non-surgically treated control. In contrast, the right panel (B) demonstrates the scatter plot obtained from the implantation of a dexamethasone-eluting electrode compared to the same non-surgically treated control. An overall suppression of gene expression due to dexamethasone is clearly present as seen by the general tightening of the scatter plot.

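The width of the scatter was measured as the SD over all features of the log2 ratio of a group's mean signal to the mean control signal. It was 0.48 for NOR against CNT and 0.45 for DEX against CNT, a ratio of 0.932. By this comparison 511 features lay beyond 2-fold with the normal electrode and 418 with the dexamethasone-eluting electrode. Taken per animal, the SD was 0.55 ± 0.08 (SD, n = 3) in NOR and 0.50 ± 0.02 (SD, n = 3) in DEX. This difference did not exceed the spread between animals (2-sided exact permutation test, p = 0.4, where 0.1 is the smallest value that 3 animals against 3 allow). NOR replicate 3 had the widest scatter at 0.64, while NOR replicates 1 and 2 were both at 0.51 and the DEX animals lay between 0.48 and 0.52. The ratio was also taken for the implanted animals of each array set, a division chosen after the values were seen. It was 1.01 among the 2 NOR and 2 DEX animals of set A and 0.753 in set B, which holds 1 animal per electrode. The controls of both ratios are in set B. Both set A spreads therefore also hold any difference between the sets, which can bring their ratio closer to 1. Leaving out DEX replicate 3 likewise brought the ratio over all animals to 1.01, whereas leaving out NOR replicate 3 left it at 0.930. Both of these ratios set a mean of 2 animals of set A against a mean of 3 animals of both sets, so they are not comparisons of like with like.

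**Figure D1:**
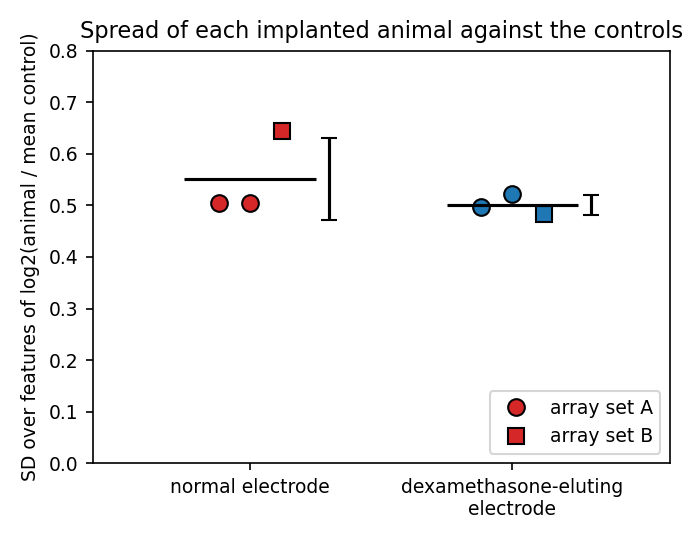
SD over all features of the log2 ratio of each implanted animal's signal to the mean control signal, by electrode (circles, array set A, squares, array set B, lines, means, error bars, SD over 3 animals). NOR replicate 3, in set B, stands above the other implanted animals.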

**Figure 3:**
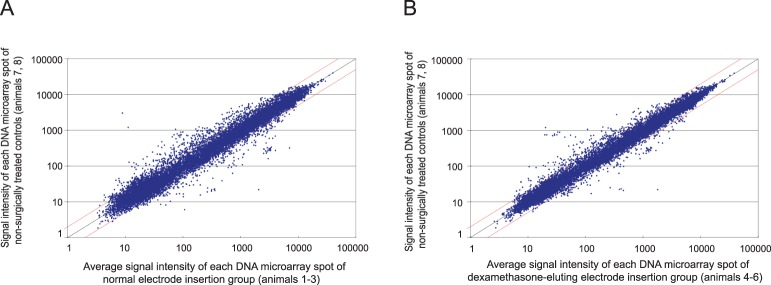
Scatter plot analysis of gene expression profiles of normal electrode (NOR) compared to without electrode (CNT) (A) and dexamethasone-eluting electrode (DEX) compared to without electrode (CNT) (B). The suppression of various gene expressions by dexamethasone-eluting electrode was demonstrated (B).

### Genes that are up- or down-regulated by normal electrode insertion into the cochlea

At first, we compared the gene expression profiles between the normal electrode group and the non-surgically treated control group to elucidate the effect of the cochlea implantation surgery on the guinea pig cochlea gene expression. 40 genes were up-regulated 2-fold or more in the cochlea by normal electrode insertion (Table 1), and most of the up-regulated genes were associated with immune response and inflammation (including interleukin-1 beta, interleukin-15, eotaxin, RANTES (CCL5), gro (CXCL1), tumor necrosis factor-alpha, transformin growth factor-beta, monocyte chemoattractant protein-1, cyclooxygenase-2, prostaglandin E2 receptor, Fc-gamma receptor, leukotriene B4 receptor, interleukin-15 receptor, toll like receptor 3, MHC class II, CD-1b1, CD1-b4, CD1-e, and CD8 alpha, CD8 beta). On the other hand, 9 genes, including neutrophil cationic peptide, were down-regulated 2-fold or less in the cochlea with normal electrode insertion (Table 2).

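Over the whole array, 178 features were called higher in NOR than in CNT. The test called 1092 features in either direction when no minimum change was set, and 3748 features had an unadjusted p under 0.05. The count fell when either control was left out, which leaves a single control and so less precision, and it fell to 95 without NOR replicate 2. The choice of test moved it most. The t-test of the methods on the normalized linear signals gave 140 features with a change of 2-fold or more, and after Benjamini-Hochberg adjustment it gave 0, with 2628 features in either direction at an unadjusted p under 0.05. All 40 genes of Table 1 had a higher mean signal in NOR than in CNT, 31 of them by 2-fold or more after the normalization and all 40 in the signals as deposited. Features of Tables 1 and 2 were matched through the paper's own averages of the deposited signals. Their direction and deposited fold changes were thus set by the matching and are no separate check. Over all features, limma called 21 of these 40 genes. Adjusted over the list alone, 39 of the 49 genes of Tables 1 and 2 were called, which is not independent evidence, since the list was chosen on these arrays. Compared with the controls of its own array set, NOR replicate 3 alone was 2-fold or more higher in 33 of the 40 genes. This animal and these controls were among those on which the list was chosen, so this is not independent evidence either.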

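Among the inflammatory genes of the list, the signal of interleukin-15 (feature AB128160) was 75.2 ± 20.0 (SD, n = 3) in NOR and 25.0 ± 3.53 (SD, n = 2) in CNT, a log2 fold change of 1.56 (SE 0.31, limma adjusted p = 0.0293). Tumor necrosis factor-alpha (U77036) had 52.0 ± 4.33 (SD, n = 3) against 16.8 ± 0.521 (SD, n = 2), a log2 fold change of 1.63 (SE 0.27, adjusted p = 0.0175). MHC class II (AB084158) rose by 1.25 on the log2 scale (SE 0.16, adjusted p = 0.00986) and CD8 alpha (AY303773) by 1.44 (SE 0.21, adjusted p = 0.0134). Transforming growth factor-beta (AF191297), with 672 ± 162 (SD, n = 3) against 336 ± 54.0 (SD, n = 2), reached a log2 fold change of 0.99 (SE 0.20, adjusted p = 0.0314), just under the 2-fold criterion, and limma called it with the signals as deposited, with ratios of linear averages, without NOR replicate 1 and with the array set in the model. The adjusted p of interleukin-15 lay between 0.00132 and 0.183 over the alternative limma settings, and that of transforming growth factor-beta between 0.00516 and 0.179. Both passed 0.05 when either control, NOR replicate 2 or DEX replicate 1 was left out, and that of interleukin-15 also without NOR replicate 1. Cyclooxygenase-2 (Y07896), at signals under 20 in NOR and CNT, had a log2 fold change of 1.24 (SE 0.35, adjusted p = 0.0683) and the prostaglandin E2 receptor PTGER4 (DQ489549) one of 1.20 (SE 0.34, adjusted p = 0.0685), neither past the threshold over all features, though both were called in other settings, among them the signals as deposited. RANTES (CCL5, the average of AB002662 and U77037) and CD1-e (AF145490) were not called either, with log2 fold changes of 1.09 (adjusted p = 0.162) and 1.26 (adjusted p = 0.235). No feature could be matched to eotaxin. Among called features whose NOR and CNT animals did not overlap, the highest rise next to lipoprotein lipase was that of EL937454. The files give it no gene name, and its log2 fold change was 3.85 (SE 0.80, adjusted p = 0.0316).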

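In the other direction, 169 features were called lower in NOR than in CNT. This count moved with the scaling of the arrays, to 124 with the signals as deposited and to 336 with each array centred on its median. Before scaling, the median feature was 0.15 higher (log2) in NOR than in CNT, after quantile normalization it was 0.01 higher, and after median centring it was 0.11 lower. Without CNT replicate 1 the count was 41, without CNT replicate 2 it was 57 and without NOR replicate 2 it was 55. All 9 genes of Table 2 were 2-fold or more lower in NOR. Of these, 8 were called over all features, and GPM4 (AY072061), with a log2 fold change of -1.09 (SE 0.31, adjusted p = 0.0699 from limma), was not, although limma called it with the signals as deposited, with median centring, with trend and robust variances, with array weights, without NOR replicate 1 and with the array set in the model. The largest fall was in TAC2 (Z50784), whose signal was 24.2 ± 10.9 (SD, n = 3) in NOR and 1152 ± 304 (SD, n = 2) in CNT. Its log2 fold change was -5.68 (SE 0.45, adjusted p = 0.00476) and stayed between -5.95 and -5.22 with each animal left out in turn. Protamine 1 (PRM1, M83896) had 29.3 ± 8.10 (SD, n = 3) against 91.8 ± 28.8 (SD, n = 2), a log2 fold change of -1.65 (SE 0.28, adjusted p = 0.0177). In NOR replicate 3 alone, compared with the controls of its own array set, all 9 genes were 2-fold or more lower. The 9 genes were chosen on this animal and these controls among others, so this is not independent evidence. Among called features whose NOR and CNT animals did not overlap, EL935929, without a gene name in the files, had the next lowest log2 fold change after TAC2. It was -3.70 (SE 0.91, adjusted p = 0.0471). Neutrophil cationic peptide could not be matched to a feature.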

**Table 1:** Genes up-regulated 2-fold or more by normal electrode insertion compared to non-surgically treated controls (40 genes).

		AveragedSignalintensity			NOR vs CNT		DEX vs CNT		DEX vs NOR	
Symbol	Genefunction	Ave. NOR	Ave. DEX	Ave. CNT	FoldChange	*P* value	FoldChange	*P* value	FoldChange	*P* value
LPL	lipoprotein lipase	2631.6	1411.4	146.0	18.03	0.00	9.67	0.03	0.54	0.02
C4BPA	C4bp alpha-chain	205.9	283.7	16.3	12.66	0.00	17.44	0.00	1.38	0.24
FABP5	E-FABP	2687.5	2270.9	263.1	10.22	0.00	8.63	0.07	0.84	0.52
TRPC6	trpc6	137.2	56.1	17.4	7.87	0.00	3.22	0.00	0.41	0.02
CCL2	monocyte chemoattractantprotein-1	1291.3	1803.1	196.4	6.58	0.04	9.18	0.10	1.40	0.43
GPIFCGRB1	Fc-gamma-1/gamma-2 receptor precursor	2244.8	3463.8	441.5	5.08	0.03	7.84	0.05	1.54	0.21
GPIFCGRB2	Fc-gamma-1/gamma-2 receptor precursor	2586.2	4023.7	586.5	4.41	0.04	6.86	0.03	1.56	0.14
GPIFCGRB3	Fc-gamma-1/gamma-2 receptor precursor	113.1	200.0	26.5	4.27	0.05	7.56	0.08	1.77	0.19
IL-1β	interleukin-1 beta	407.5	233.6	97.0	4.20	0.05	2.41	0.11	0.57	0.21
F3	tissue factor	776.8	463.8	219.8	3.53	0.01	2.11	0.12	0.60	0.04
TNF-α	tumor necrosis factor alpha	52.3	40.1	17.4	3.01	0.01	2.30	0.08	0.77	0.19
GPR34	G protein-coupled receptor 34	537.6	532.6	181.2	2.97	0.01	2.94	0.05	0.99	0.85
IL-15	interleukin-15 precursor	80.0	74.9	27.0	2.96	0.05	2.77	0.09	0.94	0.82
TGM	transglutaminase	1933.4	1316.6	665.0	2.91	0.04	1.98	0.15	0.68	0.17
LTB4R	leukotriene B4 receptor	131.4	75.1	45.6	2.88	0.05	1.65	0.05	0.57	0.17
CD8-α	CD8 alpha	162.2	142.0	56.8	2.86	0.00	2.50	0.05	0.88	0.40
TBXAS1	thromboxane synthase	76.7	77.0	27.1	2.84	0.00	2.85	0.01	1.00	0.97
MHC class II	major histocompatibilitycomplex class II	3954.3	2860.4	1412.1	2.80	0.00	2.03	0.02	0.72	0.02
CXCL1	GRO	297.4	482.4	109.0	2.73	0.00	4.43	0.11	1.62	0.22
HIF1-α	HIF1-alpha protein	476.4	323.9	177.1	2.69	0.01	1.83	0.05	0.68	0.05
NCX1	sodium/calcium exchangerisoform NaCa3	58.3	53.8	23.0	2.53	0.01	2.34	0.00	0.92	0.47
IL15Ra	interleukin-15 receptoralpha chain precursor	193.0	238.4	79.2	2.44	0.02	3.01	0.09	1.23	0.44
COX-2	cyclooxygenase-2	16.4	14.2	6.8	2.42	0.01	2.09	0.23	0.87	0.61
11βHSD	11-beta-hydroxysteroiddehydrogenase type 1	97.5	115.1	40.3	2.42	0.02	2.85	0.04	1.18	0.28
TGF-β	transforming growthfactor-beta	691.1	511.6	294.1	2.35	0.01	1.74	0.08	0.74	0.06
C3AR1	anaphylatoxin C3a receptor	1979.9	1853.9	855.6	2.31	0.00	2.17	0.00	0.94	0.65
CD1-e	CD1-E	37.1	47.7	16.1	2.30	0.01	2.96	0.44	1.29	0.72
CCL5	RANTES	123.6	101.4	53.9	2.29	0.02	1.88	0.01	0.82	0.38
CD1-b1	CD1-B1	18.9	18.6	8.3	2.27	0.05	2.23	0.17	0.98	0.95
FBN1	fibrillin 1	2450.3	1966.7	1082.3	2.26	0.00	1.82	0.22	0.80	0.34
PTGER4	prostaglandin E2 receptor 4	21.0	23.5	9.4	2.24	0.00	2.50	0.18	1.12	0.71
CD18	leukocyte adhesion glycoproteinMo1-alpha	223.3	262.2	102.0	2.19	0.02	2.57	0.12	1.17	0.56
AO	leukotriene b4 12-hydroxydehydrogenase/prostaglandin15-keto reductase	672.0	603.2	310.4	2.17	0.04	1.94	0.15	0.90	0.64
CYBA	flavocytochrome b-558alpha polypeptide	3707.4	3079.6	1727.7	2.15	0.05	1.78	0.00	0.83	0.25
L-asparaginase	L-asparaginase	5318.1	6220.7	2485.3	2.14	0.01	2.50	0.00	1.17	0.14
CD1-b4	CD1-B4	13.1	14.2	6.1	2.14	0.01	2.31	0.22	1.08	0.80
CD-8β	CD8 beta	102.0	88.4	47.9	2.13	0.00	1.84	0.04	0.87	0.23
C4BPA	C4bp alpha-chain	11.2	11.6	5.4	2.09	0.04	2.17	0.01	1.04	0.79
TLR3	toll-like receptor 3	21.7	17.3	10.6	2.06	0.01	1.64	0.15	0.80	0.23
FMO5	flavin-containing monooxygenase 5	482.1	430.0	235.0	2.05	0.05	1.83	0.19	0.89	0.65

Abbreviations: Ave. NOR, average of expression signals from animals that received normal electrode (No. 1–3); Ave. DEX, average of expression signals from animals that received dexamethasone-eluting electrode (No. 4–6); Ave. CNT, average of expression signals from animals with no treatment (No. 7, 8); NOR vs CNT, fold change of normal electrode/non-surgically treated control; DEX vs CNT, fold change of dexamethasone electrode/non-surgically treated control; DEX vs NOR, fold change of dexamethasone electrode/normal electrode.

**Table 2:** Genes down-regulated 2-fold or less by normal electrode insertion compared to non-surgically treated controls (9 genes).

		Signal intensity			NOR vs CNT		DEX vs CNT		DEX vs NOR	
GENE_NAME	FUNCTION	Ave. NOR	Ave. DEX	Ave. CNT	FoldChange	*P* value	FoldChange	*P* value	FoldChange	*P* value
ngb	neuroglobin	47.76	57.43	95.12	0.50	0.00	0.60	0.01	1.20	0.13
KCNH2	potassium channelprotein	264.03	256.15	577.56	0.46	0.02	0.44	0.02	0.97	0.81
sca1	spinocerebellar ataxiatype 1 protein	61.82	79.17	136.35	0.45	0.01	0.58	0.08	1.28	0.29
PrRPR	prolactin releasingpeptide receptor-likeprotein	19.56	25.43	43.93	0.45	0.00	0.58	0.07	1.30	0.35
GPM4	muscarinic receptor 4	13.18	17.16	30.67	0.43	0.05	0.56	0.03	1.30	0.28
sperad-7	sperad-7	111.60	141.82	318.32	0.35	0.02	0.45	0.04	1.27	0.23
PRM1	protamine 1	27.96	31.74	85.49	0.33	0.02	0.37	0.02	1.14	0.43
sperad-4	sperad-4	352.40	404.50	1441.20	0.24	0.03	0.28	0.04	1.15	0.64
TAC2	beta preprotachykinin I	22.50	23.28	997.46	0.02	0.01	0.02	0.01	1.03	0.92

Abbreviations: see Table 1.

### Genes that are up- or down-regulated by dexamethasone elution

To elucidate the effect of the electrode that elutes dexamethasone in order to protect the cochlea after insertion, gene expression profiles were compared between the normal electrode insertion and dexamethasone-eluting electrode insertion groups (Figure 4). Of the 40 genes that were up-regulated in the normal electrode group, in the dexamethasone-eluting group, 7 of them (including Fc-gamma receptor, gro, and c4bp) were further up-regulated 1.25-fold or more, while 12 of them (including leukotriene B4 receptor, interleukin-1 beta, and trpc6) were down regulated 1.25-fold or less, partially returning them to the non-surgical condition (Table 1). On the other hand, of the 9 genes that were down-regulated in the normal electrode group, 4 were up-regulated 1.25-fold or more in the dexamethasone group partially returning them to the non-surgical condition, but none were down-regulated 1.25-fold or less (Table 2). These results were consistent with the scatter plot analysis results, clearly presenting the suppression effect by dexamethasone elution on the gene expression change that was seen in normal electrode insertion. 

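After normalization, 13 of the 40 Table 1 genes were lower in DEX than in NOR by 1.25-fold or more and 6 were higher, and 27 of the 40 were lower by any amount. The lower ones were LPL, FABP5, TRPC6, IL-1β, F3, TNF-α, TGM, LTB4R, MHC class II, HIF1-α, TGF-β, FBN1 and TLR3. The higher ones were C4BPA, CCL2, CXCL1 and the 3 Fc-gamma receptor features. Array weights in limma moved the lower count most, to 6, with 11 genes higher, and leaving out DEX replicate 3 moved the higher count most, to 12, with 10 genes lower. The 2 array sets differed. In set A, with 2 animals per electrode, 4 of the 40 genes were lower by 1.25-fold or more and 13 higher, and the median log2 ratio of DEX to NOR was 0.00. In set B, with 1 animal per electrode and so without replicates, 30 genes were lower and 1 was higher, with a median log2 ratio of -0.59. Only LPL, IL-1β, F3 and MHC class II were lower by 1.25-fold or more in both sets, and only CXCL1 was higher in both. CCL2, GPIFCGRB1, GPIFCGRB3, CD1-e, PTGER4 and CD1-b4 were higher in set A and lower in set B. The DEX and NOR animals did not overlap in 6 of the 40 genes (LPL, IL-1β, F3, MHC class II, HIF1-α and TGF-β, all lower in DEX). For genes not chosen on these animals, chance alone gives 10% in either direction. The 40 genes were chosen for a high signal in these same NOR animals and are not independent of each other. The 10% is therefore not a measure of chance for them. In DEX against NOR, limma gave 0 of the 49 genes of Tables 1 and 2 an adjusted p under 0.05, over all features or adjusted over the list alone, and 7 an unadjusted p under 0.05. Adjusted over the list alone, trend and robust variances gave 2 genes, array weights 6 and leaving out DEX replicate 1 gave 1. The t-test of the methods gave 3 at the unadjusted level and 0 after adjustment. F3 (AF131949) had the smallest unadjusted p, with signals of 737 in NOR and 442 in DEX and a log2 fold change of -0.76 (SE 0.17).

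**Figure D2:**
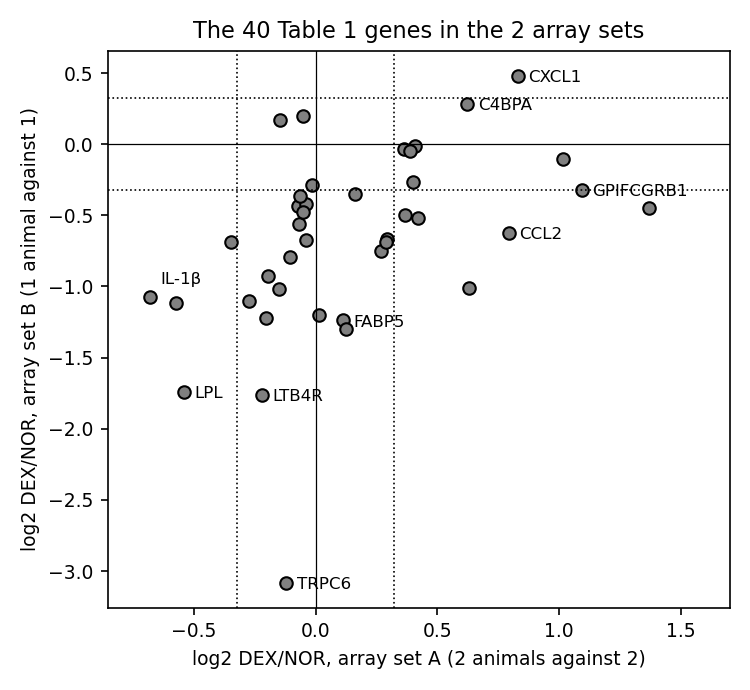
Log2 ratio of DEX to NOR for each of the 40 Table 1 genes, in array set A (x axis, 2 animals against 2) and in array set B (y axis, 1 animal against 1), with dotted lines at 1.25-fold. In set B 36 of the 40 genes lie below 0, and in set A 20 do.

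**Figure D3:**
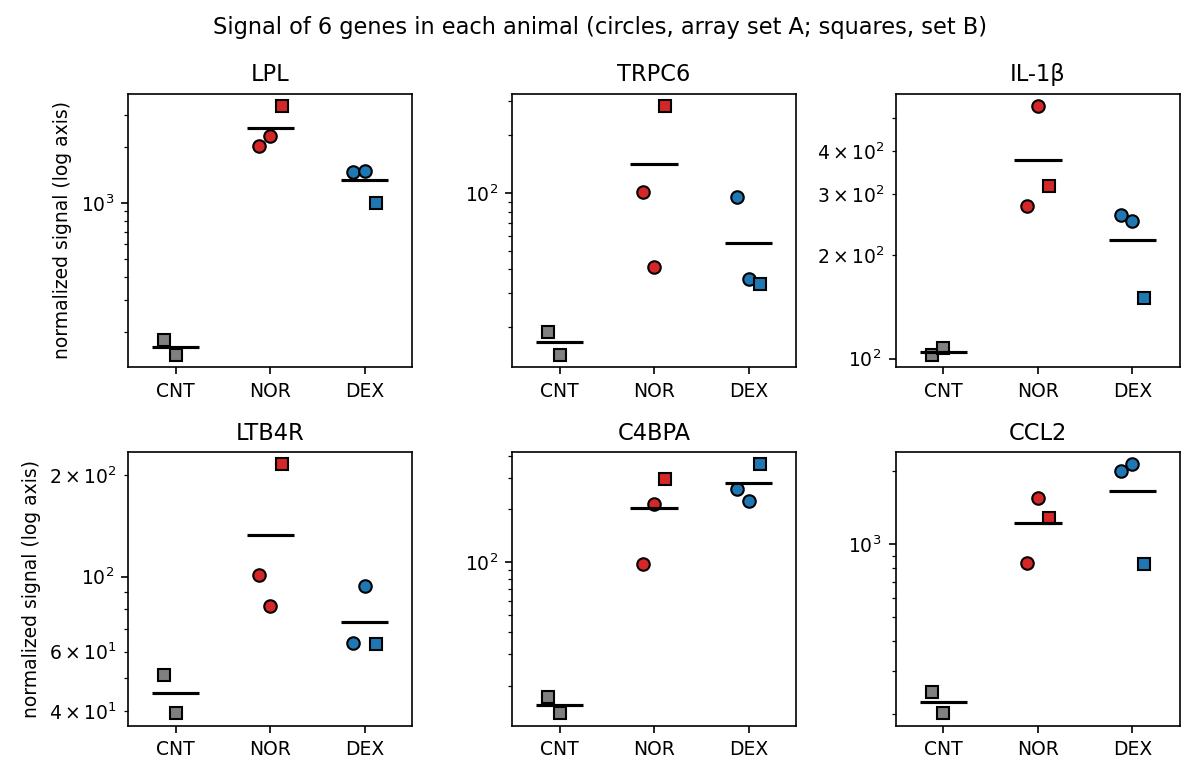
Normalized signal (log axis) of 6 Table 1 genes in each animal, by group (circles, array set A, squares, array set B, lines, group means). The DEX animals of LPL and IL-1β lie below all NOR animals, and those of the other 4 genes overlap with them.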

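Of the 9 Table 2 genes, sca1 (AJ438474), GPM4 and sperad-7 (AF180148) were higher in DEX than in NOR by 1.25-fold or more, and 0 were lower by that amount. Their log2 fold changes were 0.33 (SE 0.25) for sca1, 0.43 (SE 0.28) for GPM4 and 0.35 (SE 0.23) for sperad-7. Ratios of the linear averages put 4 genes in this class, and array weights put 1 gene there. In array set A 0 of the 9 genes were higher by 1.25-fold or more, and in set B 8 were. Without DEX replicate 3 the count was 1. In each of the 9 genes the signals of the DEX and NOR animals overlapped.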

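The same classes were counted among all called features. Of the 178 features called higher in NOR, 60 (33.7%) were lower in DEX by 1.25-fold or more and 13 (7.30%) were higher still. Of the 169 called lower in NOR, 33 (19.5%) were higher in DEX and 0 were lower still. In array set A 18.5% of the features called higher in NOR were lower in DEX, and in set B 62.9% were. For the features called lower in NOR the corresponding shares were 4.14% and 47.9%. The share was also taken with features called on a pair of NOR animals and DEX compared with the NOR animal left out. It was 24.6% with NOR replicate 1 left out, 11.6% with replicate 2 and 42.5% with replicate 3, while 13.5%, 12.6% and 14.4% of the features were higher in DEX. Of the features called lower, 5.82%, 9.09% and 27.1% were higher in DEX in the same order, and 23.8%, 5.46% and 20.0% were lower still. Each of these comparisons sets DEX animals of both array sets against 1 NOR animal of a single set. Differences between the sets can therefore be part of these shares. In the direct comparison of DEX with NOR, limma called 0 features, with 329 at an unadjusted p under 0.05. The t-test of the methods gave 287 features at that level and 0 after adjustment. From the tighter scatter plot and the genes of Tables 1 and 2 that were partially returned, the paper concludes that dexamethasone elution suppressed the change in gene expression seen with the normal electrode.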

Quantitative RT-PCR was performed for 7 genes. 

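For the 7 genes of Table 3, the fold changes of the array were computed from the normalized signals. Between NOR and CNT they were 15.1 for LPL, 11.8 for C4BPA, 6.42 for TRPC6, 3.46 for IL-1β (AF119622), 2.95 for IL-15, 2.70 for LTB4R and 1.98 for TGF-β (AF191297). Between DEX and NOR the ratios were 0.522 for LPL, 1.49 for C4BPA, 0.459 for TRPC6, 0.592 for IL-1β, 0.935 for IL-15, 0.596 for LTB4R and 0.736 for TGF-β. The paper's quantitative RT-PCR values of the same 7 genes run from 2.23 for TGF-β to 22.34 for LPL between NOR and CNT, and from 0.42 for IL-1β to 1.58 for C4BPA between DEX and NOR. All 14 array values had the direction of the paper's RT-PCR values. Across the 7 genes, which are not independent replicates, Spearman's rho between array and RT-PCR was 0.929 for NOR against CNT (2-sided exact permutation test, p = 0.0067, 0.0134 after Benjamini-Hochberg adjustment over the 2 correlations). It was 0.857 for DEX against NOR (exact permutation p = 0.0238 before and after adjustment), and 0.714 (exact permutation p = 0.0881) when ratios of linear averages were used. The RT-PCR took RNA from the same 8 animals, and the deposited files hold no RT-PCR values per animal. The direction of the ratio of DEX to NOR for IL-15 reversed without NOR replicate 2, to a log2 value of 0.10, and without DEX replicate 3, to 0.19. That of TRPC6 reversed when array weights were used.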

The expression patterns of those genes obtained by microarray analysis closely coincided with those obtained by the quantitative RT-PCR (Table 3).

**Figure 4:**
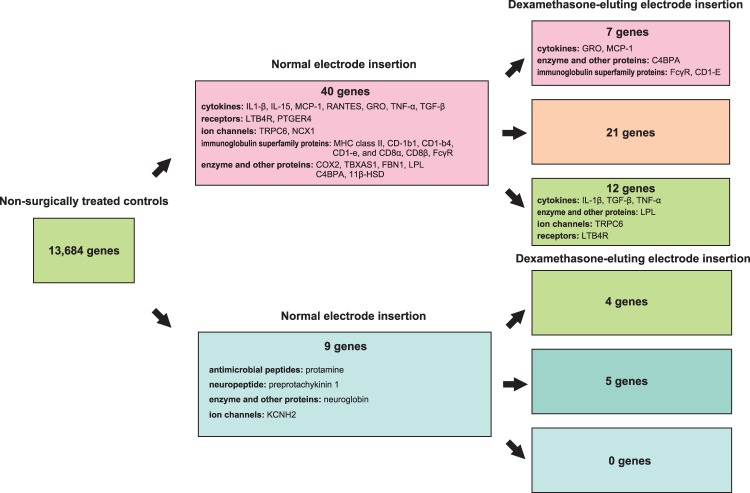
Changes in up- and down-regulation of gene expression with insertion of normal and dexamethasone-eluting electrode insertion. Up-regulation was 2-fold or more, and down-regulation was 2-fold or less, with normal electrode insertion compared to non-surgically treated controls. Up-regulation was 1.25-fold or more, and down-regulation was 1.25-fold or less, with dexamethasone-eluting electrode insertion compared to normal electrode insertion.

**Table 3:** Changes in gene expression confirmed by quantitative RT-PCR.

	Fold change in geneexpression bymicroarray analysis		Fold change in geneexpression byquantitative RT-PCR	
	NOR/CNT	DEX/NOR	NOR/CNT	DEX/NOR
LPL	18.03	0.54	22.34	0.49
C4BPA	12.66	1.38	10.51	1.58
TRPC6	7.87	0.41	18.07	0.45
IL1B	4.20	0.57	6.41	0.42
IL15	2.96	0.94	3.40	0.87
LTB4R	2.88	0.57	4.76	0.84
TGFB	2.35	0.74	2.23	0.78

## Discussion

In the present study, a novel dexamethasone-eluting electrode [10] has been used to examine the influence of a sustained release of this agent on gene expression patterns in the guinea pig cochlea.

### Up- or down-regulated gene expression by normal electrode insertion

The 40 genes listed in Table 1 were up-regulated 2-fold or more in the cochlea by normal electrode insertion. Included in those up-regulated genes were many kinds of cytokine which are well known to associate with immune response, such as interleukin-1 beta (IL1-β), interleukin-15 (IL15), monocyte chemoattractant protein-1 (CCL2), RANTES (CCL5), gro (CXCL1), tumor necrosis factor-alpha (TNF-α), and transformin growth factor-beta (TGF-β). Many receptors and enzymes associated with inflammation response, for instance, cyclooxygenase-2 (COX2), thromboxane synthase, prostaglandin E2 receptor, and leukotriene B4 receptor, were also up-regulated 2-fold or more. And many kinds of immunoglobulin superfamily proteins expressed in lymph cells associated with antigen presentation and immune globulin production or killer T cell activation were also up-regulated (MHC class II, CD-1b1, CD1-b4, CD1-e, CD8α, CD8β and Fc γ receptors). These results clearly indicated that that normal electrode insertion associated trauma caused the immune response including lymphocytic infiltration and inflammation reaction including activation of arachidonic acid cascade. On the other hand, 9 genes, including antimicrobial peptides (protamine 1) were down-regulated 2-fold or less in the cochlea with normal electrode insertion.

### Dexamethasone suppression effect of electrode insertion trauma

Among the 40 genes that were up-regulated in the normal electrode insertion, 12 were down-regulated 1.25-fold or less in the dexamethasone-eluting electrode insertion, partially or completely returning them to the non-surgical condition (Table 1, Figure 4). Among the 9 genes that were down-regulated 2-fold or less in the cochlea with normal electrode insertion, 4 were up-regulated 1.25-fold or more in the dexamethasone-eluting electrode insertion, also partially returning them to the non-surgical condition (Table 2, Figure 4).

The relevance of a selected number of the gene expression changes is discussed in the following sections. In general, dexamethasone-eluting electrode insertion into the cochlea reduced gene expression changes seen with implantation of the normal electrode, perhaps reflecting normalizing effects of dexamethasone on electrode insertion trauma.

#### Receptors

Leukotriene B4 (LTB4) is a powerful chemoattractant and activator of both neutrophils and eosinophils [11], [12]. Neutrophils rapidly release high amounts of LTB4 in response to various activating stimuli and have a high density of cell-surface LTB4 receptors [13]. Implantation of the normal electrode induced about 3-fold increases in LTB4R expression, and demonstrated about 50% reduction of the total increase in LTB4 receptor expression with the dexamethasone-eluting electrode. This may plausibly represent a means to regulate blood flow as well as to reduce inflammatory cell recruitment into the tissue.

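LTB4R was taken as the average of features AB005049 and AF134488. Its normalized signal was 133 ± 71.9 (SD, n = 3) in NOR, 73.6 ± 17.6 (SD, n = 3) in DEX and 45.3 ± 8.31 (SD, n = 2) in CNT. Between NOR and CNT it rose by 1.43 on the log2 scale (SE 0.39, limma adjusted p = 0.0613), a value that ranged from 1.02 to 1.72 with each animal left out in turn. The adjusted p lay between 0.0188 and 0.272 over the alternative limma settings, and it was 0.0447 without NOR replicate 3 and 0.0271 with the array set in the model. DEX against NOR gave a log2 fold change of -0.75 (SE 0.35, adjusted p = 1.0). The DEX and NOR animals overlapped (2-sided exact permutation test, p = 0.2). NOR replicate 3 had a signal of 215, against 102 and 81.7 in replicates 1 and 2, and without it the log2 fold change of DEX against NOR was -0.33. The ratio of DEX to NOR was 0.859 in array set A and 0.295 in array set B. Of the rise of the mean linear signal over CNT, 67.6% was absent in DEX, and 38.9% when NOR replicate 3 was left out.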

#### Ion channels

The transient receptor potential (trp) gene superfamily encodes cation channels that act as sensors for a wide variety of stimuli from both inside and outside the cell. They transduce electrical and calcium signals through their cation channel activities. In the cochlea, TRPC6 appears essential for normal mechanotransduction since TRPC6 knock-out mice demonstrated hearing impairment, vestibular deficits and defective auditory brain stem responses to high-frequency sounds [14]. 

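TRPC6 was taken as the average of features AB090950, AJ293895, AJ293896 and AY434717. The NOR animals differed widely, with normalized signals of 101 in replicate 1, 41.1 in replicate 2 and 284 in replicate 3, against 16.6 ± 3.21 (SD, n = 2) in CNT. NOR over CNT had a log2 fold change of 2.68 (SE 0.76, limma adjusted p = 0.0682), which with each animal left out in turn ranged from 1.97 to 3.37. With the array set in the model it was called, at an adjusted p of 0.0422, while the range over the alternative limma settings was 0.0422 to 0.270. Taken singly, the log2 fold changes of the 4 features lay between 2.54 and 2.83, and only that of AJ293895 had an adjusted p under 0.05, at 0.0491.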

Implantation of the normal electrode induced over 8-fold increases in TRPC6 expression, possibly as a result of the surgical trauma. 

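With the dexamethasone-eluting electrode, TRPC6 had signals of 95.3 in DEX replicate 1, 35.8 in replicate 2 and 33.6 in replicate 3. The log2 fold change of DEX against NOR was -1.12 (SE 0.68, limma adjusted p = 1.0), and the animals of the electrodes overlapped (2-sided exact permutation test, p = 0.2). It ranged from -1.80 to -0.41 with each animal left out in turn, and it was 0.60 with array weights. In array set A the ratio of DEX to NOR was 0.920, and in array set B, which holds NOR replicate 3, it was 0.118. Between DEX and CNT the log2 fold change was 1.56 (adjusted p = 0.247).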

Dexamethasone elution was observed to partially reverse this increase by 60%. It is likely that this is a pro-survival action by the glucocorticoid since TRPC6 has been associated with podocyte apoptosis [15], and that dexamethasone reverses this process via blocking TRPC6 channel expression [15].

#### Enzymes and proteins

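Lipoprotein lipase (LPL, feature M15483) had the largest rise among the called features whose NOR and CNT animals did not overlap. Its normalized signal was 2552 ± 695 (SD, n = 3) in NOR and 166 ± 21.1 (SD, n = 2) in CNT. The log2 fold change was 3.91 (SE 0.26, limma adjusted p = 0.00469) and stayed between 3.70 and 4.06 with each animal left out in turn. The adjusted p stayed under 0.05 in all alternative limma settings, between 4.88e-05 and 0.0286. Compared with the controls of its own array set, NOR replicate 3 had a ratio of 20.1.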

An 18-fold increase in the expression of lipoprotein lipase (LPL), a key enzyme involved in lipid metabolism, was observed following insertion of the normal electrode. LPL is present throughout the central nervous system and peripheral nerves [16] although, to date, its expression has not been reported in the cochlea. Its presence may be due, at least in part, to macrophages which have migrated to the insertion site as a response to trauma, this being observed previously in a rat model of nerve crush injury [17]. 

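With dexamethasone elution, the signal of LPL was 1322 ± 279 (SD, n = 3). All DEX animals lay below all NOR animals (2-sided exact permutation test, p = 0.1, the smallest value that 3 animals against 3 allow). The log2 fold change of DEX against NOR was -0.94 (SE 0.23, limma adjusted p = 1.0). It lay between -1.09 and -0.73 with each animal left out in turn, and the ratio of DEX to NOR was 0.687 in array set A and 0.299 in array set B. Against CNT, the log2 fold change of DEX was 2.97 (adjusted p = 0.00623).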

LPL expression in the cochlea was partially reduced (45%) by dexamethasone elution. Increased expression of LPL in the cochlea following insertion of the normal electrode is most likely due to insertion trauma. And although dexamethasone treatment might reduce LPL expression, suppressed ingress of both monocytes and macrophages are known sources of LPL into the cochlea. Dexamethasone has been reported to reduce monocyte recruitment in the rat [18] and importantly has been demonstrated to reduce macrophage presence following electrode insertion in the cochlea of guinea pig [19].

#### Cytokines

IL-1 is comprised of two principal 17 kDa polypeptides, IL-1α and IL-1β encoded by genes found on chromosome 2 [20]. Over-expression of IL-1β is considered as a major factor leading to the general amplification of inflammatory responses and has been described in over-expression of cisplatin- [21] and salicylate-induced ototoxicity [22], and acoustic trauma [23]. 

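IL-1β (feature AF119622) had a normalized signal of 379 ± 143 (SD, n = 3) in NOR and 103 and 107 in the 2 CNT animals, a log2 fold change of 1.79 (SE 0.33, limma adjusted p = 0.0224). NOR replicate 2 had the highest signal at 542, against 278 in replicate 1 and 316 in replicate 3. The call was lost without either control, which leaves a single control. As the 2 controls had close signals, this loss need not rest on the animal left out. Without NOR replicate 2 the adjusted p was 0.0532, so the call did not hold without that animal. Over the alternative limma settings it lay between 0.00171 and 0.143. The log2 fold change itself stayed between 1.50 and 1.98 with each animal left out in turn.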

Insertion of the normal electrode in the guinea pig cochlea increases IL-1β expression more than 4-fold over untreated animals. Although dexamethasone elution did not reduce IL-1 β expression to the level found in untreated animals, being still 4-fold higher, it did reduce (40%) the elevated expression caused by insertion of the normal electrode. 

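In DEX the signal of IL-1β was 221 ± 61.3 (SD, n = 3). The log2 fold change of DEX over CNT was 1.03, a ratio of 2.05, and was not past the threshold (limma adjusted p = 0.104). Against NOR it was -0.76 (SE 0.29, adjusted p = 1.0), between -0.95 and -0.47 with each animal left out in turn. All DEX animals lay below all NOR animals (2-sided exact permutation test, p = 0.1, the smallest possible with 3 animals against 3). The ratio of DEX to NOR was 0.625 in array set A and 0.476 in array set B.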

Dexamethasone is well documented to interfere with the synthesis of IL-1β, an action thought to be at the transcriptional level of the IL-1 gene [24] involving blocking NFKB and activator protein 1 (AP-1) activation [25] with mRNA destabilization [26].

### Genes further up-regulated by dexamethasone elution

As summarized in Figure 4, 40 genes were up-regulated 2-fold or more by the normal electrode insertion surgery, and 7 of them were further up-regulated 1.25-fold or more in the dexamethasone-eluting electrode insertion. On the other hand, none of the 9 genes that were down-regulated 2-fold or less in the cochlea with normal electrode insertion were down regulated 1.25-fold or less with dexamethasone-eluting electrode insertion (Figure 4). In context, the role of these genes in the cochlea and the significance of their up-regulation by dexamethasone may give important information regarding the mechanisms by which this agent affords protection and assists in maintaining the physiological functions of the cochlea.

#### Enzymes and other proteins

C4b-binding protein (C4BP) is a large glycoprotein synthesized mainly in the liver and is thought to interact with the complement system where it acts as an inhibitor. C4BP binds apoptotic and necrotic cells [27], [28]. 

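For C4BPA, the alpha chain of C4b-binding protein, the average of features AB049465, AB049466, AB049467 and AB049468 was used. The normalized signal was 15.6 ± 2.29 (SD, n = 2) in CNT, 202 ± 98.3 (SD, n = 3) in NOR and 279 ± 70.0 (SD, n = 3) in DEX. The log2 fold change was 3.57 for NOR over CNT (SE 0.42, limma adjusted p = 0.00783) and 4.14 for DEX over CNT (SE 0.42, adjusted p = 0.00814). Without CNT replicate 1 the adjusted p of NOR over CNT was 0.0531 and without CNT replicate 2 it was 0.0585, within a range of 0.000372 to 0.0585 over the alternative limma settings. DEX against NOR had a log2 fold change of 0.58 (SE 0.38, adjusted p = 1.0), between 0.13 and 0.92 with each animal left out in turn. The DEX and NOR animals overlapped (2-sided exact permutation test, p = 0.4), and the ratio was 1.54 in array set A and 1.22 in array set B. Taken singly, AB049468 behaved differently from the other 3 features. Its signals were between 5.64 and 13.8 in all animals and its log2 fold change of NOR over CNT was 0.95, against 3.63 to 3.73. Table 1 also lists this feature in a C4BPA row of its own. The files do not show how far the probes of the 4 features hybridize to each other's transcripts.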

C4BP expression was found in the cochleae of untreated animals and was dramatically increased, more than 13-fold, as a result of normal electrode insertion and increased even further by dexamethasone elution. Dexamethasone has been demonstrated to increase the expression of C4BP, this action also being considered as a means to down-regulate complement activation and exert control over the inflammatory process [28].

#### Cytokines

Monocyte chemoattractant protein-1 (MCP-1), designated as CCL2 is implicated in the pathogeneses of several diseases that are typified by monocytic infiltration [29]. CCL2 has been considered as one of the most proven effectors of monocyte chemotaxis in vivo [30]. Implantation with the non-eluting electrode stimulated CCL2 expression almost 6.5-fold while dexamethasone treatment increased this further to over 9-fold compared to non-surgically treated controls. 

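CCL2 (feature L04985) had a normalized signal of 1223 ± 356 (SD, n = 3) in NOR, 1657 ± 718 (SD, n = 3) in DEX and 224 ± 31.3 (SD, n = 2) in CNT. The log2 fold changes over CNT were 2.41 for NOR (SE 0.42, limma adjusted p = 0.0195) and 2.78 for DEX (SE 0.42, adjusted p = 0.0195). For NOR the adjusted p was 0.0665 without NOR replicate 2, 0.119 without CNT replicate 1 and 0.120 without CNT replicate 2, and it lay between 0.00132 and 0.120 over the alternative limma settings. DEX and NOR differed by less than the spread between animals, with a log2 fold change of 0.37 (SE 0.38, adjusted p = 1.0) and overlapping animals (2-sided exact permutation test, p = 0.6). The ratio of DEX to NOR was 1.73 in array set A but 0.650 in array set B.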

Dexamethasone has been observed to decrease CCL2 expression in spiral ligament fibrocytes [5] but has also been reported to be ineffective in human visceral adipose tissue [31] suggesting that its effects are cell specific. In fact, there is evidence that the CCR2 participates in protection against noise-induced cell death [32] and the expression of CCL2 is increased in this type of trauma [33]. It is feasible that increased CCL2 expression provoked by both normal and dexamethasone-eluting electrodes constitutes a protective mechanism for the hair cells.

Growth-regulated oncogene (GRO)α, GROβ, GROγ are a family of proteins involved in modulating inflammatory responses. Three distinct GRO isoforms (α, β, and γ) have been identified and now are referred to as CXCL1, CXCL2, and CXCL3 respectively. Insertion of the normal electrode into the guinea pig cochlea elevated expression, 2.7-fold, of GRO precursor with dexamethasone further increasing expression 4.3-fold. 

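CXCL1 (feature U95810), the GRO precursor, had a normalized signal of 283 ± 32.8 (SD, n = 3) in NOR, 462 ± 187 (SD, n = 3) in DEX and 120 ± 25.9 (SD, n = 2) in CNT. Over CNT the log2 fold change was 1.25 in NOR (SE 0.32, limma adjusted p = 0.0521) and 1.88 in DEX (SE 0.32, adjusted p = 0.0253). The adjusted p for NOR lay between 0.0199 and 0.281 over the alternative limma settings, and was under 0.05 in several of them, among these without DEX replicate 1 or 2, at 0.0401 and 0.0361, and with the array set in the model, at 0.0422. DEX over NOR had a log2 fold change of 0.63 (SE 0.29, adjusted p = 1.0), between 0.34 and 0.94 with each animal left out in turn. DEX replicate 1 had a signal of 284, within the range of the NOR animals (2-sided exact permutation test, p = 0.2). The ratio of DEX to NOR was 1.78 in array set A and 1.39 in array set B.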

Previous studies have observed that dexamethasone both inhibits [34] and increases [35] CXCL1 expression. It is not clear why dexamethasone increases expression levels of the eotaxine and GRO precursor in the cochlea and this requires further elucidation.

#### Receptors

Fc γ receptors (FcγR) belong to the immunoglobulin superfamily and are expressed on the surface of a number of cells including macrophages, neutrophils, and mast cells. They are considered the most important family member for stimulating phagocytosis of opsonized microbes [36]. 

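Table 1 lists the Fc-gamma-1/gamma-2 receptor precursor as GPIFCGRB1 (feature D13691), GPIFCGRB2 (D13692) and GPIFCGRB3 (D13693). The files do not show how far the probes of these 3 features hybridize to each other's transcripts. GPIFCGRB1 had a normalized signal of 2177 ± 853 (SD, n = 3) in NOR, 3289 ± 894 (SD, n = 3) in DEX and 501 ± 9.72 (SD, n = 2) in CNT. Its log2 fold changes over CNT were 2.04 in NOR (SE 0.34, limma adjusted p = 0.0178) and 2.68 in DEX (SE 0.34, adjusted p = 0.0107). For GPIFCGRB2 they were 1.84 in NOR (adjusted p = 0.0188) and 2.51 in DEX (adjusted p = 0.0107), and for GPIFCGRB3 2.15 (adjusted p = 0.0228) and 2.91 (adjusted p = 0.0133). For NOR over CNT the adjusted p of all 3 features passed 0.05 when either control animal was left out, and that of GPIFCGRB3 was also 0.0674 without NOR replicate 2. The highest adjusted p over the alternative limma settings was 0.124 for GPIFCGRB1, 0.130 for GPIFCGRB2 and 0.132 for GPIFCGRB3, and the lowest were 0.00319, 0.00535 and 0.00142. DEX over NOR gave log2 fold changes of 0.64 (SE 0.30), 0.67 (SE 0.29) and 0.76 (SE 0.35) in that order, each with an adjusted p of 1.0. The DEX and NOR animals overlapped in each feature (2-sided exact permutation test, p = 0.2). In array set A the ratios of DEX to NOR were 2.13, 2.02 and 2.58, whereas in array set B they were 0.800, 0.930 and 0.732.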

Implantation alone with the normal electrode was sufficient to promote increased expression, circa 4–5-fold higher than that of untreated animals, of the Fc-gamma-1/gamma-2 receptor precursor which was further increased, more than 7-fold, by dexamethasone elution. Such an increase may be indicative of an infection being present, possibly as a result of the surgical procedure.

## Conclusion

The present study revealed the gene expression profile of dexamethasone-eluting electrode insertion, showing the suppression of various gene expressions compared to the normal electrode. These results suggest that the dexamethasone-eluting electrode will have an effect on the normalization of homeostasis in the cochlea.

How the deposited data were processed for this re-analysis (not part of the article)

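Gene expression was measured in whole cochleae of 3 guinea pigs with a normal electrode (NOR), 3 with a dexamethasone-eluting electrode (DEX) and 2 without surgery (CNT), with 1 array per animal. The implanted cochleae were taken 7 days after insertion. According to the paper, labeled cDNA was hybridized to 1-color NimbleGen arrays, the arrays were scanned, signals were extracted with Agilent software, and probes of a gene were analyzed as 1 gene. The authors deposited 1 linear signal intensity for each of 13269 features on each of the 8 arrays, with 0 missing values and 0 duplicated features. Features are named by GenBank accession. Of these, 12497 begin with EL or EB and 772 do not. The gene table available for the guinea pig matched 0 of the accessions, so that gene set tests planned on named lists could not be run, and no feature could be matched to GAPDH, ACTB, eotaxin or neutrophil cationic peptide. The paper's text states no normalization between arrays.

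The following choices were made before the data were examined: the comparisons, the limma test and its thresholds, the rule for normalization, the rule for the genes that are named, and the alternatives described as planned. Signals were to be left as deposited if quartiles and medians of the arrays lay within 0.05 on the log2 scale, and otherwise quantile-normalized. The largest difference was 0.39, and quantile normalization was used. A single limma model with the 3 groups was fitted to the log2 signals of all 8 arrays, without covariates, and the prior degrees of freedom were 2.92. Benjamini-Hochberg adjustment was made over all 13269 features within each comparison. Features were called at an adjusted p under 0.05 and a change of 2-fold or more, and in DEX against NOR without a fold minimum. The classes of partial return used a ratio of 1.25 or of 0.8. Single values were compared by 2-sided exact permutation tests, whose smallest possible p is 0.1 for 3 animals against 3 and 0.2 for 3 against 2.

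Named genes were those of Tables 1 to 3 and of the paper's text, and for each comparison the 2 called features with the highest and the 2 with the lowest log2 fold change among those whose animals did not overlap. Genes were matched to features by their 3 printed group averages to within 0.5% or the last printed digit. Of 49 rows, 42 matched a single feature and 7 the average of several features of the same gene. Averages of several features were introduced after the values were seen.

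Array sets were formed after the values were seen by joining arrays that shared at least 150 exactly equal signals. This gave 2 sets, 1 with NOR replicates 1 and 2 and DEX replicates 1 and 2, the other with NOR replicate 3, DEX replicate 3 and both controls. Neither the paper's text nor the sample labels name such sets. Whether replicate numbers pair the samples was checked through the correlation of the NOR and DEX residuals across features. The correlations of NOR with DEX of the same number were 0.221, 0.360 and 0.526, above the limit of 0.1 set for a pairing. Those of different numbers were 0.205 and 0.328 within an array set and between -0.436 and -0.272 across sets, so the correlation followed the array sets. The replicate block was therefore kept as an alternative.

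Alternatives planned before the data were examined were the signals as deposited, median centring, cyclic loess, leaving out the 25% of features with the lowest signal, a floor of 20 for the linear signals, ratios of linear averages, the t-test of the methods on linear and on log2 signals with and without Benjamini-Hochberg adjustment, limma with a trend and robust variances, fits of only the compared groups, array weights, the replicate block, and leaving out each animal in turn. Where this left a single control, that control was assumed to vary like the other groups. Added after the values were seen were the array set as a term of the model, the signals as deposited with the t-test of the methods, the same for the 772 features that do not begin with EL or EB, and the spread within each array set.

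The procedure was tested on simulated data with 200 changed features. The limma calls recovered 98% of them with 8 false calls. The t-test of the methods recovered 95% with 13 false calls before Benjamini-Hochberg adjustment and made 19 calls in all after it. The planted changes were all larger than 2-fold, and the simulated noise held no difference between array sets. These values therefore check the procedure and do not give the error of the calls in the real arrays. The analysis used R 4.3.3 with limma 3.58.1, and numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Simulations under no difference between DEX and NOR used 100 draws. For arrays no sequencing depth applies, and their small number limits the precision.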

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

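The test of the difference between the array sets and the low-signal tests by the lower group, by signals under 20 and by the floor on features outside the tables were chosen after the result was seen, and the low-signal test by mean signal before.

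Outside the genes of Tables 1 and 2, 152 features were called higher and 161 lower in NOR than in CNT, each by 2-fold or more. They are in neither table, and the files give them no gene names. Eotaxin and neutrophil cationic peptide, which the paper's text also names, were not matched to a feature, so whether they are among these features is not known. Among all called features, 26 of the higher and 8 of the lower ones belong to genes of the tables.

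A technical difference between the 2 array sets is a candidate explanation, because NOR replicates 1 and 2 were in set A and both controls in set B. To test it, features outside the tables were called without NOR replicate 3, which gave 149 higher and 163 lower, and NOR replicate 3 was then compared with the controls of its own set. Of these features, 66.4% changed 2-fold or more in the same direction and 96.5% had the same direction, whereas 8.81% of all features were beyond 2-fold in that comparison. This argues against the array sets as the whole cause. With the array set as a term of the model, chosen after the values were seen, 265 of the 313 features were still called.

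Low signal near the background was tested by the share of the 313 features in the lowest 25% of mean signal, which was 6.07%. The mean includes the higher group, so the lower group's signal was also compared with that limit, and it lay under it in 17.6% of the 313 features, against 27.7% of all features. Only 34 of the 313 had a signal under 20 in any animal. With a floor of 20 for the linear signals, 302 of the 313 kept a change of 2-fold or more. These values argue against low signal as the whole cause. With the floor 192 were still called, and of the 121 that were not, 99 had no signal under 20, so that their own values were unchanged and only the spread and adjustment shared with other features moved. For the other 22 low signal stays open, since background levels were not used here. Scaling of the arrays stays open for the balance of directions. Over all features, calls in NOR against CNT were 295 higher and 124 lower with the signals as deposited, and 128 higher and 336 lower with median centring. A deviation of the 2 control animals also stays open, since the same controls served for the calls and for the test. The counts fell without either control, but a single control then remained, so they do not tell a deviation from a loss of precision. A mixture of other cells was not tested, because the features have no gene names. The surgery and the electrode are the biological explanation that the design offers, and they remain open beside these technical ones.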

How the results depend on the processing

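Settings chosen after the values were seen were the array set as a term of the model, the signals as deposited with the t-test of the methods, the same for features that do not begin with EL or EB, and the spread within an array set, and all others were planned.

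Some results stayed within 1.5 times their value in every setting in which they were run. The number of Table 1 and Table 2 genes with a change of 2-fold or more was between 32 and 48 over all settings, and between 36 and 42 with each animal left out. The replicate scatter was run in 4 other settings and stayed within that limit. The 14 comparisons with RT-PCR were also run in only 4 other settings and kept their direction there, but TRPC6 and IL-15 reversed in settings outside these, given below. Of the 650 values of single genes under an alternative, 547 kept their direction and their side of the threshold, 22 passed it only under the alternative, 70 no longer passed it and 11 reversed. For the following results, the cause was not tested unless a reason is given.

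Features called higher in NOR than in CNT numbered 178. They were 295 with the signals as deposited and 114 with a floor of 20. Features called lower numbered 169, and were 336 with median centring, 100 with the floor, 93 with only the compared groups in the fit, 297 with array weights, and 260 with the replicate block, whose pairs followed the array sets. In the added settings the lower features were 459 with the array set as a term and 106 with the signals as deposited and the t-test of the methods. Among the 772 features that do not begin with EL or EB, fewer features by construction, 34 were higher and 8 lower. Of the 178 higher features 165 were also called with the signals as deposited and 127 with median centring, and of the 169 lower ones 92 and 166.

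Features called higher in DEX than in CNT numbered 127, and lower 109. With the floor they were 83 and 66, with array weights 234 and 243, with the replicate block 214 and 205, and among the features that do not begin with EL or EB 18 and 7. The lower ones were 57 with the signals as deposited, 339 with the array set as a term, and 64 with the signals as deposited and the t-test of the methods.

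After Benjamini-Hochberg adjustment the t-test of the methods called 0 higher and 0 lower features in NOR against CNT, both on linear and on log2 signals, with 2628 and 2761 features at an unadjusted p under 0.05, where limma called 178 and 169. In DEX against CNT it called 0 higher and 1 lower, with 2732 and 2856 at the unadjusted level. With the signals as deposited, 1 feature was called higher and 0 lower in both comparisons, with 2944 and 2544 at the unadjusted level. The counts of partial return and of called table genes were 0 in all 3 forms of the adjusted t-test, which left at most 1 called feature. In simulated data of the same size the adjusted t-test made 19 calls.

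In DEX against NOR limma called 0 features, with 329 at an unadjusted p under 0.05, and 0 with each animal left out in turn. Array weights, which ran from 0.225 for NOR replicate 3 to 5.48 for DEX replicate 1, gave 3. The t-test of the methods without adjustment gave 287 on linear and 284 on log2 signals, of which 10 and 12 had a change of 2-fold or more, 207 with the signals as deposited and 24 among the features that do not begin with EL or EB. After adjustment each of these t-tests on all features gave 0.

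Of the features called higher in NOR, 60 were partly returned in DEX, against 39 with the floor and 8 among the features that do not begin with EL or EB. Of those called lower, 33 were partly returned, against 110 with median centring, 13 with the floor, 18 with only the compared groups, 64 with array weights, 97 with the array set as a term and 4 among the features that do not begin with EL or EB. Of the genes of Tables 1 and 2, 29 were called over all features, against 19 with the floor. Adjusted over the list alone 39 were called, against 22 with the t-test of the methods. With array weights, 6 Table 1 genes were 1.25-fold lower in DEX and 11 higher, in place of 13 and 6, and 1 Table 2 gene was higher in place of 3. The largest weights were those of DEX replicate 1 and of NOR replicate 2, at 3.22.

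The spread of DEX against CNT relative to NOR against CNT was 0.932, and stayed between 0.818 and 0.950 over the planned scalings, filters and measures of spread. For the animals of array set A, against the controls of set B, it was 1.01 after quantile normalization and 0.999 with the signals as deposited. Its direction there depended on the scaling. Within array set B it was 0.753 and 0.747 in the same order.

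With each animal left out in turn, which leaves fewer animals, the higher features in NOR ranged from 40 to 190 and the lower ones from 41 to 189, those in DEX from 12 to 169 and from 24 to 143. The lowest counts came without a control animal, with 48 and 41 in NOR without CNT replicate 1 and 40 and 57 without CNT replicate 2. Without NOR replicate 2 they were 95 and 55. In DEX they were 12 and 24 without CNT replicate 1, 17 and 39 without CNT replicate 2, 48 and 25 without DEX replicate 1, 55 and 29 without DEX replicate 2, and 82 and 52 without NOR replicate 2. Without NOR replicate 1 or DEX replicate 1 the lower NOR features were 189 and 98. Partly returned features ranged from 19 to 78 among the higher and from 3 to 79 among the lower ones, the highest values without DEX replicate 2 and without NOR replicate 1. Table genes called over all features ranged from 4, without CNT replicate 1, to 32, and were 7 without CNT replicate 2 and 15 without NOR replicate 2. Table 1 genes lower in DEX ranged from 9, without NOR replicate 3, to 17, and those higher from 4, without NOR replicate 1, to 12, without DEX replicate 3. Table 2 genes higher in DEX ranged from 1, without DEX replicate 3, to 6, without DEX replicate 2. The spread ratio ranged from 0.874 to 1.01, the highest value without DEX replicate 3.

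Reversed single genes were all in DEX against NOR. TRPC6, at a log2 fold change of -1.12, was 0.60 with array weights. IL-15, at -0.10, was 0.10 without NOR replicate 2 and 0.19 without DEX replicate 3, and ranged from -0.29 to 0.19 with each animal left out. TAC2, at 0.08, was -0.15 with the floor, -0.0001 with linear averages, which the t-tests of the methods also use, -0.38 without NOR replicate 3 and -0.18 without DEX replicate 1, and ranged from -0.38 to 0.34 with each animal left out. The TAC2 and IL-15 changes were smaller than their standard errors. Gene set tests were planned and not run, because no list member could be matched by name.

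Signals as low as 1.86 were deposited and no background level was given, so that the limit set by background is not known. Leaving out the lowest 25% of features gave 179 higher and 172 lower features in NOR, and 137 and 126 in DEX.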

Differences from the paper's values

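The array set as a term of the model, the signals as deposited with the t-test of the methods and the limit to features that do not begin with EL or EB were chosen after the values were seen.

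The paper counts 40 genes higher by 2-fold or more with the normal electrode, and 178 features were called here over the whole array. Of the alternatives set before the data were examined, leaving out CNT replicate 1 gave 48 and leaving out CNT replicate 2 gave 40, which do not differ from the paper's value in number, and the others do. The features were mostly others than the paper's, since these settings called only 3 and 5 of the 40 Table 1 genes. The paper counts 9 genes lower by 2-fold or less, and 169 features were called. No alternative set before the data were examined came near this value, the lowest counts being 41 without CNT replicate 1 and 0 with the t-test of the methods after Benjamini-Hochberg adjustment, which left 2628 features at an unadjusted p under 0.05. The features here are transcripts, and the paper's genes combine the probes of a gene. With the signals as deposited and the t-test of the methods, limited to the 772 features that do not begin with EL or EB, 34 features were higher and 8 lower. That setting was chosen after the values were seen. With the same signals and test, 32 of the 40 Table 1 genes and 8 of the 9 Table 2 genes were called, so that 8 and 1 of the paper's genes were dropped.

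In its discussion the paper gives IL-1β (AF119622) as 4-fold higher in DEX than in CNT, where the value here was 2.05. No setting, fixed before or chosen after the values were seen, came near the paper's value. Its Table 1 gives 2.41 for the same comparison.

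The paper's RT-PCR values were set beside the array, which is another measure. For TRPC6 between NOR and CNT the paper's RT-PCR value is 18.07 and the array value was 6.42. Of the alternatives set before the data were examined, leaving out NOR replicate 2 gave 10.3, which did not differ from it by more than the spread between animals, and the others differed. For IL-1β (AF119622) between NOR and CNT the paper's value is 6.41 and the array value 3.46. Array weights gave 4.47, within the limit, and the other settings fixed before the data were examined did not. For LTB4R between NOR and CNT the paper's value is 4.76 and the array value 2.70. Leaving out NOR replicate 1 gave 2.95, NOR replicate 2 gave 3.29 and CNT replicate 1 gave 3.07, all within the limit, and the other settings fixed before the data were examined were not. The array set as a term, chosen after the values were seen, gave 3.36, also within it, and over the whole array that setting called 27 of the 40 Table 1 genes and 7 of the 9 Table 2 genes, so that it dropped 13 and 2.

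The paper lists all 40 genes of Table 1 as higher by 2-fold or more and all 9 of Table 2 as lower. Here 40 and 9 had that direction, 31 and 9 reached 2-fold, and 21 and 8 were called over all features. With the signals as deposited, limma called 31 and 8, and with the t-test of the methods as well, chosen after the values were seen, 32 and 8. TRPC6 was called with the array set as a term. LTB4R was called with the signals as deposited, without the 25% of features with the lowest signal, with trend and robust variances, without NOR replicate 3, and with the array set as a term. CXCL1 was called in 12 of its 25 alternatives, among them the signals as deposited and the t-test of the methods. The 147 fold changes of Tables 1 and 2 did not differ from the values here by more than the spread between animals and 1.5-fold together. Because the features were matched through the same printed averages, this and the shared directions followed largely from the matching.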

Other observations

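The tests of the partial return and of the spread by array set and the test of the printed P values were chosen after the results were seen, and the count of other splits, the low-signal test of the spread and the simulation of equal electrodes were set before.

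In the comparison of DEX with NOR, which called 0 features with limma, 329 at an unadjusted p under 0.05, and 0 with the t-test of the methods after adjustment, each of the 10 splits of the 6 implanted animals into 3 and 3 calls as many features by definition. This count therefore decides nothing on chance, and with 10 splits a share under 0.1 would not be possible in any case. The other splits had between 233 and 2395 features at an unadjusted p under 0.05. The split of NOR replicates 1 and 2 and DEX replicate 2 from the rest called 1 feature. It is 1 of the splits that put NOR replicate 3 and DEX replicate 3 on the same side with a single animal of array set A. Among splits that also part all 3 pairs of the same number, the counts at the unadjusted level were 256, 296 and 438, with 0 called in each. Within array set A, with 2 animals per electrode, DEX against NOR called 0 features, with 453 at the unadjusted level. In the same model the contrast in set B called 1 feature, with 1987 at the unadjusted level, and the difference between the sets 0, with 1543. Set B holds 1 animal per electrode, so the spread in these 2 contrasts comes only from the other arrays, with 3 residual degrees of freedom, and they are not replicated tests.

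The scatter of DEX against CNT was tighter than that of NOR against CNT, with a ratio of 0.932. Low signal was tested by leaving out the lowest 25% of features, which gave 0.932 and argues against low signal as the cause. A candidate explanation is the single pair of animals of array set B, since in set A, with 2 animals per electrode, the ratio was 1.01, and in set B it was 0.753. The controls of both ratios are in set B, so both set A spreads also hold any difference between the sets. This can bring the set A ratio closer to 1, so the 2 ratios do not settle the question. NOR replicate 3 had the widest scatter of the implanted animals, at 0.64, against 0.51 in each of the other NOR animals. Without it the ratio over all animals was 0.930, and without DEX replicate 3 it was 1.01, but both set a mean of 2 animals of set A against a mean of 3 animals of both sets, so neither decides which animal the tighter scatter rests on. No test tells a difference of these animals from an effect of their arrays or from a weaker effect of dexamethasone in set A. The ratio over all animals lay below the 0.985 to 1.01 of 100 simulated draws with equal electrodes. Those draws assume a spread like that of the other features, so they do not decide whether the drug is the cause. Taken per animal, the difference did not exceed the spread between animals (2-sided exact permutation test, p = 0.4). The drug remains an open explanation, which these values neither show nor exclude.

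Of the features called higher in NOR, 33.7% were 1.25-fold or more lower in DEX. Calling features on the same NOR animals that DEX is compared with may produce part of this share. With DEX drawn equal to NOR, between 11.1% and 22.3% were lower, with a median of 16.3%, which is below the observed share, but the draws rest on an assumed spread and exclude nothing. Of the features called lower in NOR, 19.5% were higher in DEX, within the 11.7% to 25.0% of the same draws, whose median was 18.2%. That share was 30.65% with the signals as deposited and 32.74% with median centring, both above this range. With cyclic loess it was 21.99% and with the floor of 20 it was 13.0%, both within it, so its place depended on the processing. In array set A the share of the features higher in NOR was 18.5%, with 11.8% higher in DEX, and in set B it was 62.9%, with 3.93% higher. The share may therefore rest mostly on the pair of animals in set B, where the design gives 1 animal per electrode. Whether this reflects the animals, the arrays or the drug was not tested.

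The log2 fold changes of NOR and DEX over CNT correlated with Pearson's r of 0.925 across features, which share their controls. In 100 draws with no change but the shared controls, r had a median of 0.602 and a highest value of 0.636. Called in both comparisons were 107 higher and 92 lower features, against 0 and 0 in the draws. The draws held no difference between the array sets. NOR and DEX each have arrays in set A, whereas the controls are all in set B. A difference between the sets can therefore enter both comparisons and raise r and the shared counts. The draws do not tell such a difference from a change shared by the electrodes. In DEX against CNT, 127 features were called higher and 109 lower, and with the replicate block 214 and 205.

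Among called features whose DEX and CNT animals did not overlap, X77603 had the highest log2 fold change of DEX over CNT, 4.71 (SE 0.88, limma adjusted p = 0.0314). The files give this feature no gene name, and the paper does not list it. Its signals were 1623, 257 and 300 in DEX replicates 1, 2 and 3, between 18.9 and 91.1 in NOR, and 15.9 and 23.0 in CNT. DEX over NOR had a log2 fold change of 3.76 (SE 0.78, adjusted p = 1.0), the largest on the array, and between 2.91 and 4.41 with each animal left out in turn. It was 4.78 in array set A and 1.72 in set B. All DEX animals lay above all NOR animals, in a 2-sided exact permutation test with p = 0.1, the smallest possible. Beside TAC2, the lowest log2 fold change of DEX over CNT among features whose animals did not overlap was that of EL944591, -2.86 (SE 0.38, adjusted p = 0.0124).

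The P values printed in Tables 1 and 2 were recomputed with the t-test of the methods from the deposited signals. For genes of a single feature, 121 of 126 were reached to within 0.005. For the genes averaged over several features, 2 of 21 were reached with 1 value per animal and 10 of 21 with every feature counted as a value of its own, a step that may therefore be part of how these P values were made. With 1 value per animal, the unadjusted values for TRPC6 were 0.253 between NOR and CNT, against 0.0035 with every feature counted.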
